A study of Mus musculus with 86 samples. Its data were reported in "Dll1 Haploinsufficiency in Adult Mice Leads to a Complex Phenotype Affecting Metabolic and Immunological Processes" (2009).

How the data were processed

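Dll1 encodes a ligand of the Notch receptors, which cells use to signal to their neighbours. RNA of liver, spleen, thymus and brain from male mice heterozygous for a targeted Dll1 allele was hybridised to 2-colour cDNA arrays together with wild-type RNA of the same strain and organ. The mice came from a C3H line and from 129SvJ/Iso, 5 of each strain, at 15 weeks (C3H) or 16 weeks (129SvJ/Iso) of age per the labels. Each mouse is numbered from 1 to 5 within its strain. In all, 86 arrays with 20794 probes were analysed.

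Per the labels, RNA was isolated from single organs, labelled with Cy3 or Cy5 and mixed with a wild-type pool carrying the other dye. The labels list 5 mice in the C3H pool and 4 in the 129SvJ/Iso pools, while their protocol text speaks of a larger pool. The deposited values were read as log2 ratios of the heterozygous channel over the wild-type channel, already turned for the dye, on each array. The normalization behind them is not given in the sources used here, and spot intensities were not used here. Array medians lay between −0.25 and 0.31, so the arrays were close to centred but not exactly so, and scale and centring as applied by the authors stay unknown. Within a mouse, ratios of opposite dye orientation correlated above those of other mice in liver and thymus of C3H (median Spearman 0.12 against 0.06, and 0.06 against −0.02), in C3H brain (0.02 against −0.03) and in 129SvJ/Iso liver (0.22 against 0.12), and by little in 129SvJ/Iso spleen. They did not in C3H spleen (−0.04 against −0.02) or 129SvJ/Iso brain (both −0.11). In these 2 groups the correlations leave open whether the ratios were turned. In C3H brain the within-mouse correlation was below 0 in mouse 3 (−0.031) and mouse 5 (−0.0017), so the evidence there is weak. It is weak in 129SvJ/Iso spleen too, with −0.032, −0.011 and −0.070 in mouse 1, 2 and 3, and 0.033 and 0.0078 in mouse 4 and 5. Arrays of different mice in the same orientation correlated more, with a median of 0.16 in C3H brain and 0.13 in C3H thymus. The lowest Pearson correlation between arrays of 1 orientation in a group was −0.03, which shows no array clearly opposed to the others but not whether ratios were turned. The sign of the floor values described next followed the dye of the heterozygous RNA on all 86 arrays. Turned ratios would then have the same dye at its floor on each array, while unturned ratios would have the same genotype there, and the former was taken to hold. Neither observation tells which genotype is the numerator, which the labels do not name. It was taken from the genes that the study gives as lower in C3H liver and thymus, most of which are below 0 here. Some of their probes lie above 0, as given in the results. The sign was carried to the other groups by the shared sign rule of the floor values. The overall sign therefore has no check independent of the study. In C3H spleen and 129SvJ/Iso brain, fits with the sign turned on the arrays of 1 orientation were run as well. In such a fit the effects of the dye no longer cancel. Turning the other orientation instead gives the same means with the opposite sign, and which of these would be heterozygous over wild type is not known. A positive value means a higher level in heterozygous mice throughout.

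On every array some spots carried 1 constant extreme value with a size between 14.88 and 17.54, whose sign followed the dye on all 86 arrays. These 19 to 618 spots per array, taken as spots with a channel at its floor, were treated as missing after the values had been looked at. The share of values not used averaged 3.07% in C3H liver, 3.55% in C3H thymus, 10.2% in C3H spleen and 3.46% in C3H brain. It was 23.5% in 129SvJ/Iso liver, 27.0% in spleen, 21.9% in brain and 23.9% in thymus. Of the probes, 12771 had 1 gene symbol, 0 had several and 8023 had none in the platform annotation, which named 9030 symbols.

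Arrays of 1 mouse are technical repeats. They were averaged within each dye orientation and then over both orientations, and a probe needed a value in at least 1 array of each orientation the mouse had, a rule added once the missing values had been seen. The wild-type pool is 1 control sample, so the test of a ratio against 0 leaves out the spread between wild-type mice. Probes with values in at least 3 mice were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend), and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All tests were two-sided. The 129SvJ/Iso thymus arrays hold a heterozygous pool against a wild-type pool. Their 6 arrays are technical, so they were described without a test, for probes on at least 4 arrays where single genes are named. The precision of all values is limited by the number of mice and arrays.

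The strain difference in an organ was the C3H ratio minus the 129SvJ/Iso ratio, fitted in 1 limma model over the mice of both strains. Organ differences within a strain were tested by the moderated F statistic over organs. The labels name the mouse on each array, so organs of 1 mouse are paired, and a fit with the mouse as a block was run beside it. The median correlation of deviations between organs of a mouse lay between −0.04 and 0.03.

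A total of 34 gene lists were fixed before the data were examined, together with the tests, the alternatives and the rule for naming genes. They were the genes of the study's own liver list and thymus list, the Notch pathway, genes near Dll1 on chromosome 17, ribosomal proteins, RNA processing, ubiquitin ligases, endoplasmic reticulum (ER) chaperones, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, bile acid and xenobiotic metabolism, methionine metabolism, glucose metabolism, acute phase proteins, interferon response, immediate early genes, circadian clock, cell cycle, the mitochondrial genome, and markers of hepatocytes, T cells, B cells, myeloid cells, erythroid cells, thymic epithelium, stroma, adipocytes, acinar cells, skeletal muscle, neurons, astrocytes, oligodendrocytes and choroid plexus. Some genes stand on more than 1 list. Several other lists hold genes that the study chose on the C3H mice. Hmgcs1 stands in cholesterol synthesis, Cyp2f2 and Cyp2c70 in bile acid and xenobiotic metabolism, Cth in methionine metabolism and Manf in ER chaperones. Siah1a, Cul2 and Trip12 are ubiquitin ligases, Ddx6, Srsf5 and Akap8 stand in RNA processing and Bcl11b in T cell markers. Calls of these lists in C3H liver and thymus are thus partly not independent of the study. Lists were tested with limma's camera (preset correlation 0.01), camera with an estimated correlation, and fry, over genes measured in every mouse of a comparison. Each gene was represented by the probe with most values. A list's shift is its mean log2 ratio minus that of all other genes tested. In the pools, a list median was placed among 10000 random lists of the same size. These could not be matched on expression, since no intensities were used.

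Genes were named as follows. Dll1 was given in every comparison, as were the genes of the study's list for that organ that a probe symbol matched. Of 13 liver genes 8 were matched, without Idi1, Serpina3k, Serpina3c, Serpina3h and Bhmt. Of 15 thymus genes 9 were matched, without mt-Rnr2, 2310043N10Rik, Tcrb-V13, AK160221, EU433307 and Cd8a. The study reported the unmatched genes, so a missing match does not mean that the array lacks a probe. Up to 10 genes each way that passed with the same sign in every mouse were to be named, and the 5 with the smallest p, as not passing, where fewer than 5 passed, as was the case in each comparison with the wild-type pool. So were up to 4 members of each list described, by smallest p. For the strain difference, up to 5 genes each way were named among those that passed without overlap between the mice of both strains. For the organ difference, up to 5 each way were named among those that passed with the same sign in every mouse of the organ with the mean largest in size. For the pools, the 5 highest and 5 lowest genes with the same sign on all arrays were named. Further genes, named for a count of 10 or fewer or for a pattern described in the closing observations, were chosen after their values were seen.

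Alternatives fixed beforehand were centring, scaling and quantile normalization of arrays, only probes with values on every array, probes of a gene averaged, a plain mean over a mouse's arrays, robust eBayes, a minimum change of 1.5-fold, an exact sign-flip SAM statistic (significance analysis of microarrays), all arrays with the mouse as a random block and the dye as a term (statmod 1.5.0), all arrays as independent samples, the ratios of 1 dye orientation turned where their direction was open, and leaving out each mouse. Chosen after the data had been seen were keeping the floor values, testing only the probes whose dye orientations differed least within mice, a separate spread for each group in the strain and organ differences, and, in the pools, random lists matched on missing share and spread for all lists but T cell markers and RNA processing. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

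The code was tested on simulated data that had the spread of each comparison, with 100 probes changed at each of 1.5-fold, 2-fold and 4-fold. At a 2-fold change the test recovered 84.5% of changed probes in C3H liver, 77.8% in thymus, 23.7% in spleen and 85% in brain, but 0% in 129SvJ/Iso liver, 0% in spleen and 0% in brain. At 4-fold the shares in 129SvJ/Iso were 8.2%, 27.1% and 45.5%. False calls were 8 of 232 in C3H liver, 14 of 227 in thymus, 3 of 103 in spleen and 19 of 251 in brain. In the strain difference, 18 of 65 calls were false in liver, 5 of 37 in spleen and 39 of 115 in brain, where strains that differ in spread shared a single estimate of it. With a separate spread, 1 of 38, 8 of 48 and 4 of 53 were false. In the C3H organ difference, 119 of 279 calls were false with the shared spread and 38 of 214 with separate spreads. A simulated list shifted by 0.5 in C3H liver was called by camera with the preset correlation (adjusted p = 3.43e-42) and with the estimated one (adjusted p = 0.00316), and 0 lists were called without a shift. The simulated probes were drawn independently of each other. These list results therefore do not show how either form of camera behaves where genes are correlated.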

Results

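Log2 ratios of heterozygous over wild-type RNA were measured on 86 arrays. Liver, thymus and brain of the C3H line had 10 arrays each and spleen had 9, all from 5 mice, with mouse 1 represented in spleen by 1 array. In 129SvJ/Iso, liver had 12 arrays from 4 mice, spleen 15 arrays from 5 mice and brain 14 arrays from 4 mice, while thymus had 6 arrays of a pair of pools. Both dye orientations were present in each group. The median SD of a probe over mice was 0.25 in C3H liver, 0.25 in thymus, 0.45 in spleen and 0.23 in brain, against 0.69, 0.71 and 0.48 in 129SvJ/Iso liver, spleen and brain. Each value below is a mean log2 ratio ± SD over mice, with n = 5 in C3H, n = 4 in 129SvJ/Iso liver and brain and n = 5 in 129SvJ/Iso spleen unless stated.

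Dll1, the gene carrying the targeted allele, was represented by a pair of probes, and it is not known here whether either lies in the part of the transcript that the insertion disrupts, so they check neither genotype nor labels. Probe 5 gave −0.46 ± 0.20 in C3H thymus (below 0 in 5 of 5 mice, limma adjusted p = 0.532), −0.18 ± 0.10 in brain (5 of 5 mice, adjusted p = 0.565) and 0.15 ± 0.43 in liver (above 0 in 4 of 5 mice). Probe 20289 gave −0.81 ± 0.56 in C3H liver (n = 4, below 0 in all), −0.10 ± 0.25 in thymus and −0.02 ± 0.37 in brain. Dll1 did not pass the test in any organ, and in C3H spleen its mean was 0.09 ± 3.37 (n = 3). In 129SvJ/Iso the means were 0.37 ± 0.98 in liver, −0.47 ± 0.72 and −0.05 ± 0.52 in spleen (n = 3 each), and 0.34 ± 0.28 and 0.20 ± 0.40 in brain (n = 3 each). With the sign of the ratios turned on the Cy5 arrays, where their direction is open, Dll1 had −0.76 and −0.22 in 129SvJ/Iso brain and 2.94 in C3H spleen, and it did not pass there either.

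The first comparison asked what differs in the liver, an organ of energy metabolism, of C3H heterozygotes. Secreted and metabolic products of hepatocytes were lower as groups by camera with its preset correlation. These calls were lost with an estimated correlation (adjusted p = 0.447, and 0.516 for hepatocyte markers). Of the 13 genes of the study's liver list, the 8 matched to a probe had a mean of −0.77 and all lay below 0. Among them, Hmgcs1, which makes the precursor of the cholesterol pathway, had −0.80 ± 0.30, the cytochromes P450 Cyp2f2 and Cyp2c70 had −0.83 ± 0.39 and −0.81 ± 0.44, and the ubiquitin ligase Siah1a had −0.87 ± 0.30, each below 0 in 5 of 5 mice. Acute phase proteins, which the liver releases into plasma during inflammation, averaged −0.40, with 18 of 19 below 0. They included the serum amyloids Saa4 (−0.51 ± 0.21) and Saa1 (−0.43 ± 0.23), the copper carrier ceruloplasmin (Cp, −0.46 ± 0.29) and Itih4 (−0.49 ± 0.32).

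Also in the study's liver list, Cth, which makes cysteine, had −0.89 ± 0.71, the cullin Cul2 −0.85 ± 0.64 and the cell cycle kinase Cdk2 −0.99 ± 0.80 in C3H liver, each below 0 in 4 of 5 mice. A second Cdk2 probe gave −0.37 ± 0.44 and a second Hmgcs1 probe −0.85 ± 0.51. Manf, a protein of the ER stress response, had −0.73 ± 0.53, −0.69 ± 1.0 and −0.77 ± 0.60 by 3 of its probes and 0.09 ± 0.34 (n = 4) by another. By limma, 0 of 20335 probes passed at an adjusted p under 0.05 and the smallest adjusted p was 0.36. At an unadjusted p under 0.05 there were 2801 probes, 1243 higher and 1558 lower, and SAM also called 0. Without mouse 1, mouse 3 or mouse 4 the unadjusted count was 1844, 1393 and 1341.

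Camera called 11 of 33 lists in C3H liver, all lower than other genes. None passed with an estimated correlation, where the adjusted p was 0.447 for each but the hepatocyte list (adjusted p = 0.516). The study's list had a shift of −0.76 (adjusted p = 7.84e-08, and adjusted p = 0.447 with an estimated correlation). Of its 8 genes, 7 were lower at an unadjusted p under 0.05 and 7 when adjusted over the list alone, but the study chose them on these mice, so this is not independent evidence. Acute phase proteins had a shift of −0.39 (adjusted p = 7.84e-08, and adjusted p = 0.447 with an estimated correlation), with 14 genes lower before adjustment and 13 adjusted over the list alone.

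Genes of bile acid and xenobiotic metabolism had a shift of −0.39 in C3H liver (adjusted p = 1.39e-06, 0.447 with an estimated correlation), with 14 of 16 below 0 and 9 lower both before adjustment and adjusted over the list alone. Among them were the drug-metabolising cytochromes Cyp3a13 (−0.75 ± 0.35) and Cyp3a11 (−0.66 ± 0.41), beside Cyp2f2 and Cyp2c70 of the study's liver list. In cholesterol synthesis (shift −0.32, adjusted p = 0.000451, and adjusted p = 0.447 with an estimated correlation), 8 of 12 genes lay below 0 and 5 were lower when adjusted over the list alone. These were Hmgcs1, Sqle, Cyp51 (−0.79 ± 0.39), Msmo1 (−0.56 ± 0.27) and Fdps (−0.54 ± 0.27), all enzymes of the pathway. ER chaperones had a shift of −0.25 (adjusted p = 0.0135, and adjusted p = 0.447 with an estimated correlation), with 14 of 19 below 0. The chaperones Hspa5 (−0.95 ± 0.53, n = 4), Hsp90b1 (−0.77 ± 0.51) and Calr (−0.59 ± 0.31) were lower before adjustment, while Ppib, a prolyl isomerase, was higher with 0.25. Adjusted over the list alone, 8 of the ER genes passed, Ppib included.

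Hepatocyte markers had a shift of −0.31 in C3H liver (adjusted p = 0.000101, and adjusted p = 0.516 with an estimated correlation), with 12 of 13 below 0, 6 lower before adjustment and 1 adjusted over the list alone, the urea cycle enzyme Arg1 (−0.64 ± 0.34). The plasma carriers Apoa2 (−0.52 ± 0.40) and Rbp4 (−0.46 ± 0.39) were also below 0. Methionine metabolism had a shift of −0.26 (adjusted p = 0.0042, and adjusted p = 0.447 with an estimated correlation), with 13 of 17 below 0, 7 lower before adjustment and 1 adjusted over the list alone, Mat1a, which makes S-adenosylmethionine (−0.52 ± 0.15). Cdo1 and Gclc, of cysteine and glutathione metabolism, had −0.55 ± 0.34 and −0.62 ± 0.44. Fatty acid oxidation had a shift of −0.19 (adjusted p = 0.00471, and adjusted p = 0.447 with an estimated correlation), with 12 of 14 below 0, among them the mitochondrial enzymes Acaa2 (−0.36 ± 0.23) and Hadh (−0.38 ± 0.35). Of these, 4 were lower before adjustment and 0 adjusted over the list alone.

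Ribosomal protein genes had a shift of −0.20 in C3H liver (adjusted p = 4.07e-10, and adjusted p = 0.447 with an estimated correlation), with 53 of 58 below 0, Rpl5 (−0.43 ± 0.27) and Rps27l (−0.51 ± 0.38) among them. RNA processing had a shift of −0.15 (adjusted p = 0.00595, and adjusted p = 0.447 with an estimated correlation), with 16 of 22 below 0, and its adjusted p was 0.0566 without mouse 5. The study's thymus list had a shift of −0.21 in liver (adjusted p = 0.0406, and adjusted p = 0.447 with an estimated correlation), with 7 of 9 below 0 and only the splicing factor Srsf5 (−0.34 ± 0.10) lower when adjusted over the list alone. That call was lost without mouse 1 (adjusted p = 0.0876), without mouse 3 (0.0798) and with probes averaged per gene (0.146). With fry, 4 lists passed in C3H liver, RNA processing (adjusted p = 0.0493) and ubiquitin ligases (0.00548) lower, and adipocyte markers (0.0323) and cell cycle genes (0.00708) higher.

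Single genes with the smallest p in C3H liver were the mitochondrial chaperone Hspa9 (−1.29 ± 0.30, n = 4), the ubiquitin ligase Marchf2 (−1.04 ± 0.23, n = 4), the growth factor Fgf3 (−0.85 ± 0.14, n = 4), the lens protein Lim2 (−0.75 ± 0.23) and the kinase Map3k12 (−0.71 ± 0.21). In the Notch pathway, the transcriptional repressor Hey2 had −0.65 ± 0.50, the γ-secretase subunit Ncstn −0.45 ± 0.38 and the ligand Jag2 0.46 ± 0.33, and the list as a whole had a shift of −0.04 (adjusted p = 0.572). Genes near Dll1 had a shift of 0.06 (adjusted p = 0.275), with −0.72 for Pdcd2, −0.50 for the proteasome subunit Psmb1, −0.41 for Mrpl18 and 0.44 for the chemokine receptor Ccr6.

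**Figure D1:**
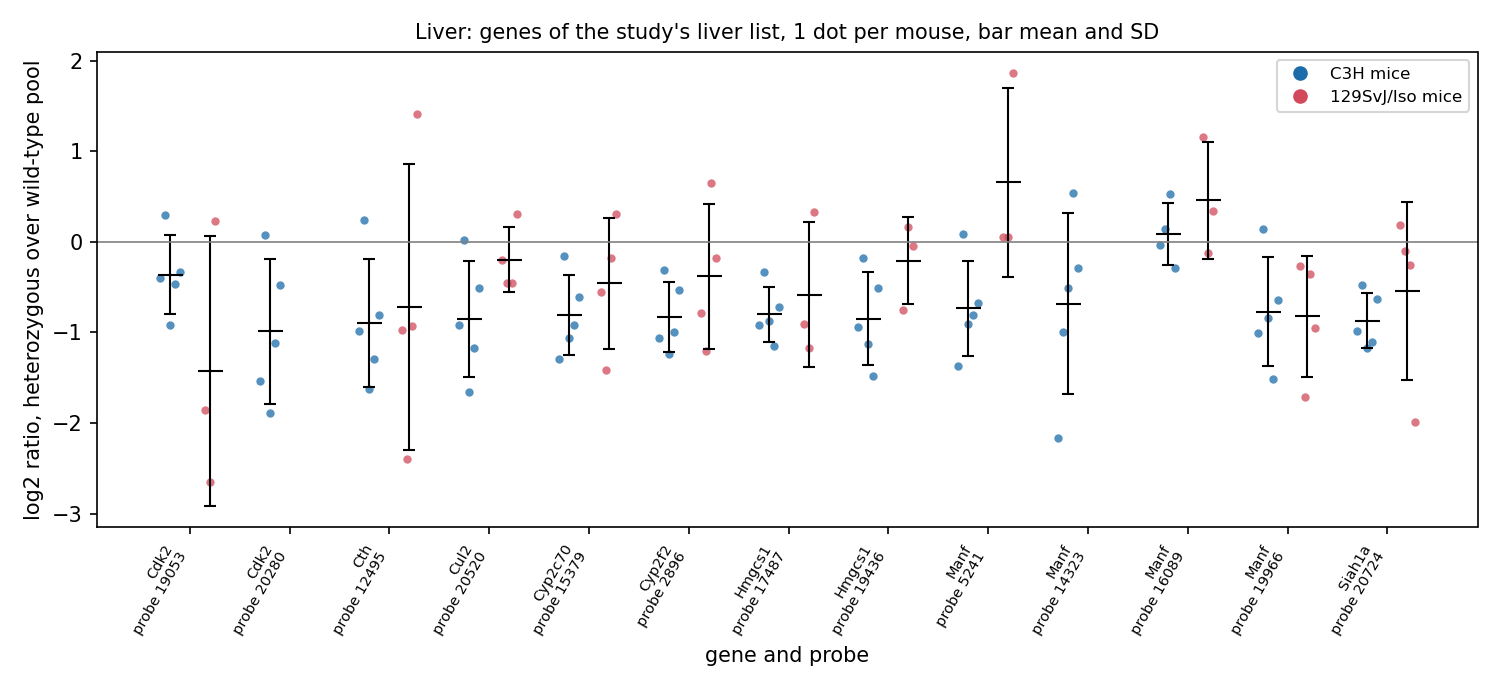
Log2 ratios of heterozygous over wild-type RNA (y axis) for genes of the study's liver list (x axis), with 1 dot per mouse and bars for mean and SD. In C3H all 8 matched genes had means below 0 by the probe used for the list, such as −0.80 ± 0.30 for Hmgcs1.

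In C3H thymus, where T cells mature, genes of T cell identity and of RNA processing were lower as groups by camera with its preset correlation. Both calls were lost with an estimated correlation (adjusted p = 0.484 for each). Bcl11b, a transcription factor that commits precursors to the T cell lineage, had −0.94 ± 0.09, below 0 in 5 of 5 mice (limma adjusted p = 0.108), while its second probe gave −0.16 ± 0.10. Other genes of the study's thymus list were the RNA helicase Ddx6 (−0.73 ± 0.21 by probe 852), the splicing factor Srsf5 (−0.75 ± 0.25 and −0.54), the ubiquitin ligase Trip12 (−0.56 ± 0.09), the Wnt pathway scaffold Apc (−0.61 ± 0.19 and −0.36) and Akap8, a nuclear anchoring protein (−0.49 ± 0.14). The lipoprotein receptor Vldlr had −0.89 ± 0.41 and −0.49, Higd1b −0.66 ± 0.26, and the adaptor protein Ywhab −0.48 ± 0.19, 0.10 and 0.05. The other Ddx6 probes gave −0.12 ± 0.21 (n = 4), −0.69 ± 0.94 and −0.47 ± 0.84, with 2 of 4, 2 of 5 and 3 of 5 mice above 0. A second Trip12 probe gave 0.998 ± 1.29 (n = 3).

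Limma called 0 of 20003 probes in C3H thymus, with 1627 at an unadjusted p under 0.05 (564 higher, 1063 lower) and a smallest adjusted p of 0.108. SAM called 9 probes, 8 of them lower and among these Bcl11b, Trip12 and Ddx6, and the fit of all arrays with the mouse as a random block called 6, all lower, with an adjusted p of 0.0328 for Bcl11b. Over all limma alternatives its adjusted p lay between 0.0139, with arrays as independent samples, and 0.61, without mouse 5. Besides Bcl11b, Trip12 (adjusted p = 0.477) and Ddx6 (0.5), the smallest p belonged to the secreted ribonuclease Rnase1 (−1.80 ± 0.34, n = 4, adjusted p = 0.192) and the cargo receptor Surf4 (−0.51 ± 0.09).

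Camera called 6 of 33 lists in C3H thymus, and 0 with an estimated correlation, where the adjusted p was 0.348 for the study's thymus list and 0.484 for the others. That list had a shift of −0.41 (camera adjusted p = 3.86e-08), with 8 of its 9 matched genes below 0. Of them, 7 were lower both before adjustment and adjusted over the list alone. This is not independent evidence, since the study chose the list on these mice. RNA processing had a shift of −0.23 (adjusted p = 1.46e-07, and adjusted p = 0.484 with an estimated correlation), with 21 of 23 below 0, 10 lower before adjustment and 5 adjusted over the list alone. These were Ddx6, Akap8, Srsf5, the helicase Ddx17 (−0.53 ± 0.15) and the RNA-binding protein Hnrnpd (−0.41 ± 0.06), 3 of which stand on the study's list too.

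T cell markers had a shift of −0.17 in C3H thymus (adjusted p = 1e-04, 0.484 with an estimated correlation), with 17 of 21 below 0, 8 lower before adjustment and 1 adjusted over the list alone, the chromatin organiser Satb1 (−0.63 ± 0.19). Others were the transcription factors Ikzf1 (−0.37 ± 0.19) and Ets1 (−0.77 ± 0.63) and the surface protein Thy1 (−0.32 ± 0.16). Ribosomal protein genes had a shift of −0.07 (adjusted p = 0.00223, and adjusted p = 0.484 with an estimated correlation), with 43 of 57 below 0. Ubiquitin ligases had a shift of −0.15 (adjusted p = 0.0215, and adjusted p = 0.484 with an estimated correlation), with 13 of 17 below 0. Only Trip12, a gene of the study's list, was lower when adjusted over the list alone. Neuronal markers had a shift of 0.09 (adjusted p = 0.0215, and adjusted p = 0.484 with an estimated correlation), with 7 of 23 below 0, and examples were Nefm (0.52 ± 0.38), Syt1 (0.61 ± 0.48) and Tubb3 (1.83 ± 1.47, n = 3). The neuronal call was lost without mouse 1 (adjusted p = 0.0964), mouse 3 (0.118) or mouse 5 (0.0505), and that of ubiquitin ligases without mouse 4 (0.0511), without mouse 5 (0.0802) and with probes averaged per gene (0.0574). With fry, the study's list (adjusted p = 0.0145), RNA processing (0.0337) and cholesterol synthesis (0.0337) passed. The Notch list had a shift of −0.06 (adjusted p = 0.405), with −0.39 ± 0.25 for the Notch target Hes5.

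**Figure D2:**
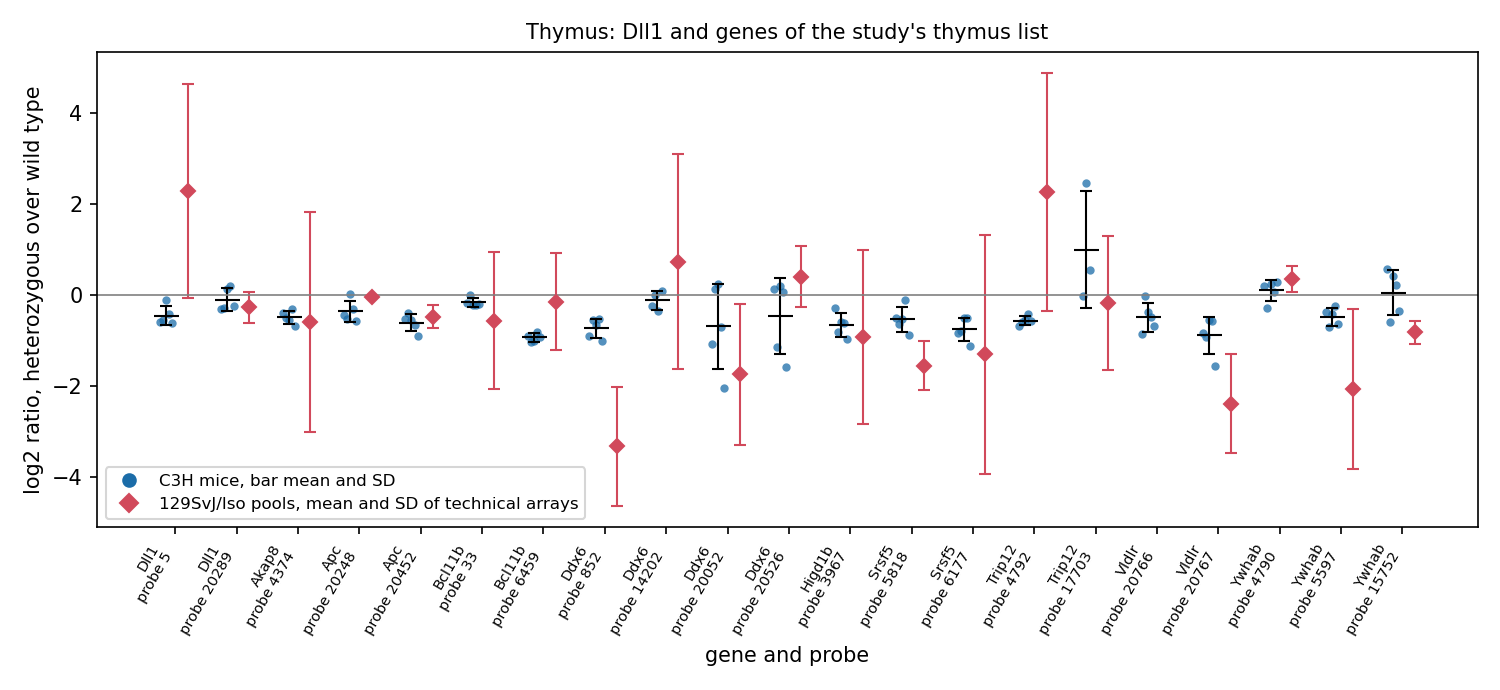
Thymus log2 ratios (y axis) of Dll1 and genes of the study's thymus list (x axis), as dots for C3H mice with mean and SD, and as diamonds for the 129SvJ/Iso pools with the SD of technical arrays. Bcl11b had −0.94 ± 0.09 by probe 6459 in C3H, and the pools gave that probe −0.15 ± 1.07.

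In C3H spleen the ribosomal protein genes were the only list called, with a shift of −0.17 (camera adjusted p = 1.13e-08, and adjusted p = 0.83 with an estimated correlation). Of them, 49 of 56 lay below 0, 3 were lower before adjustment and 0 adjusted over the list alone, with Rpl4 at −0.45 ± 0.30, Rpl5 at −0.37 ± 0.24 and Rps20 at −0.31 ± 0.17. Single genes with the smallest p were the G protein subunit Gng12 (−2.40 ± 0.39, n = 3), the general transcription factor subunit Taf10 (2.25 ± 0.39, n = 3), the bromodomain protein Brwd1 (−1.56 ± 0.60), the glucose-sensing transcription factor Mlxipl (−1.28 ± 0.33, n = 4) and the mitochondrial enzyme Dlst (1.32 ± 0.36, n = 4). Limma called 0 of 18546 probes, with 1103 at an unadjusted p under 0.05 (572 higher, 531 lower) and a smallest adjusted p of 0.796, and SAM called 1, Brwd1. The Notch list had a shift of −0.15 (adjusted p = 0.332), with the receptor Notch2 at −0.65, the target Hey1 at −0.27 and the glycosyltransferase Lfng, which modifies Notch, at 0.27. Without mouse 5, camera called 2 lists. Within a mouse, ratios of opposite dye orientation had a median Spearman correlation of −0.04. With the sign of the ratios turned on the Cy5 arrays, Gng12 had 0.31, Mlxipl 0.84 and Dlst −0.22, while the ribosomal list had a shift of −0.18. Turned on the Cy3 arrays instead, each of these values has the opposite sign, so the direction of the ribosomal shift stays open.

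In C3H brain, examined since Dll1 acts in neuronal precursors, markers of neurons and astrocytes were slightly lower as groups by camera with its preset correlation. Both calls were lost with an estimated correlation (adjusted p = 0.9 for each). Neuronal genes had a shift of −0.17 (adjusted p = 0.000177), with 21 of 23 below 0, 4 lower before adjustment and 1 adjusted over the list alone, the synaptic kinase Camk2a (−0.72 ± 0.28). Camk2b (−0.30 ± 0.21), the striatal phosphoprotein Ppp1r1b (−0.28 ± 0.18) and the opioid precursor Penk (−0.21 ± 0.08) followed. Astrocyte genes had a shift of −0.11 (adjusted p = 0.0179, 0.9 with an estimated correlation), with 14 of 15 below 0, and examples were Ndrg2 (−0.23 ± 0.08) and Apoe, a lipid carrier (−0.17). The astrocyte call was lost without mouse 1 (adjusted p = 0.463), mouse 2 (0.0807) or mouse 4 (0.0772) and with probes averaged per gene (0.137).

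Single genes with the smallest p in C3H brain were the proton pump subunit Atp6v0a1 (1.55 ± 0.41, adjusted p = 0.321), Tril, which takes part in Toll-like receptor signalling (−0.99 ± 0.10, n = 4, 0.321), the dynein light chain Dynlt1b (1.34 ± 0.42, 0.465), the chromatin remodeller Smarcc2 (−0.46 ± 0.06, 0.565) and Ank2, which anchors membrane proteins (−0.39 ± 0.05). Limma called 0 of 20201 probes, with 1769 at an unadjusted p under 0.05 (753 higher, 1016 lower). SAM called 5 probes, Atp6v0a1, Dynlt1b and Smarcc2 among them, and the random block fit called 4. Without mouse 2 or mouse 5 the unadjusted count was 1106 and 1168. Of the genes near Dll1, Dynlt1b (adjusted p = 0.00357) and the TATA-binding protein Tbp (0.43 ± 0.20, adjusted p = 0.0464) were higher when limma's p was adjusted over the list alone, with 5 higher and 2 lower before adjustment. The chaperonin subunit Tcp1 had 0.27 ± 0.11. The Notch list had an adjusted p of 0.546.

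In 129SvJ/Iso liver, hepatocyte products and metabolic enzymes were again lower as groups and muscle genes higher, by camera with its preset correlation. All these calls were lost with an estimated correlation (adjusted p = 0.887 for each). Hepatocyte markers had a shift of −0.74 (camera adjusted p = 0.0027), with 12 of 12 below 0, 9 lower before adjustment and 8 adjusted over the list alone, and examples were the apolipoprotein Apoc1 (−2.08 ± 1.09, n = 3), the tyrosine-degrading enzyme Tat (−1.16 ± 0.55), prothrombin (F2, −0.97 ± 0.56) and Rbp4 (−1.07 ± 0.74). Fatty acid oxidation had a shift of −0.79 (adjusted p = 0.00406, and adjusted p = 0.887 with an estimated correlation), with 8 of 10 below 0, 6 lower before adjustment and 5 adjusted over the list alone. It included Etfdh, which passes electrons to the respiratory chain (−1.14 ± 0.34), Cyp4a14 (−1.34 ± 0.59, n = 3), the fatty acid carrier Fabp1 (−1.22 ± 0.87) and Hadh (−1.02 ± 0.59). Skeletal muscle genes had a shift of 0.88 over the 4 genes measured in all mice (adjusted p = 0.0196, and adjusted p = 0.887 with an estimated correlation), with 10 of 10 above 0, 1 higher before adjustment and 0 adjusted over the list alone. Among them, creatine kinase Ckm had 1.43 ± 0.21 (n = 3) and the sarcomere protein Tcap 0.92 ± 0.98.

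Camera called 6 of 32 lists in 129SvJ/Iso liver and 0 with an estimated correlation (adjusted p = 0.887 for each). Besides those above, ribosomal protein genes had a shift of −0.54 (adjusted p = 2.54e-05, and adjusted p = 0.887 with an estimated correlation), with 44 of 47 below 0, 15 lower before adjustment and 0 adjusted over the list alone, such as Rpl37 (−1.10 ± 0.64) and Rpl9 (−1.10 ± 0.67). Methionine metabolism had a shift of −0.66 (adjusted p = 0.00406, and adjusted p = 0.887 with an estimated correlation), with 14 of 15 below 0, 7 lower before adjustment and 0 adjusted over the list alone, led by the glycine methyltransferase Gnmt (−1.13 ± 0.29) and Dmgdh (−1.15 ± 0.65). ER genes had a shift of −0.62 (adjusted p = 0.0182, and adjusted p = 0.887 with an estimated correlation), with 12 of 18 below 0 and 2 lower when adjusted over the list alone, the asparagine synthetase Asns (−1.36 ± 0.40) and the degradation factor Herpud1 (−1.38 ± 0.53), while Ppib had −0.74 ± 0.44. The ER call was lost without mouse 3 (adjusted p = 0.567) and with probes averaged per gene (0.154), and the muscle call without mouse 2 (0.0901). With fry, the muscle list alone passed (adjusted p = 0.0302).

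The study's liver list averaged −0.52 in 129SvJ/Iso liver, with 8 of 8 below 0, 2 lower before adjustment, 0 adjusted over the list alone and a camera adjusted p of 0.42. Its genes were Cdk2 (−1.43 ± 1.49, n = 3), Cth (−0.72 ± 1.58), Cyp2c70 (−0.46 ± 0.73), Cyp2f2 (−0.38 ± 0.80), Hmgcs1 (−0.58 ± 0.80, n = 3), Siah1a (−0.54 ± 0.98), Cul2 (−0.20 ± 0.36) and Manf (−0.82 ± 0.67, and 0.65 and 0.46 by other probes). Single genes with the smallest p were Veph1 (1.95 ± 0.66), Paqr6 (2.20 ± 0.39, n = 3), Fam234a (1.57 ± 0.31), the lymphoid oncogene Tcl1 (2.15 ± 0.45, n = 3) and Pafah1b2 (1.67 ± 0.47), a subunit of an acetylhydrolase. Limma called 0 of 13462 probes, with 1899 at an unadjusted p under 0.05 (1058 higher, 841 lower) and a smallest adjusted p of 0.346, SAM called 3 and the random block fit 589, of which 484 were lower. The unadjusted count was 582 without mouse 1, 716 without mouse 2 and 976 without mouse 5, where fewer probes were tested. The Notch list had an adjusted p of 0.772, with Lfng at 1.62 ± 0.28 (n = 3).

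In 129SvJ/Iso spleen, the platelet chemokines Ppbp (2.24 ± 0.78) and Pf4 (1.92 ± 0.70) and the platelet integrin Itga2b (1.43 ± 0.62) lay far above 0. The water channel Aqp8 (2.19 ± 0.45, n = 3) and the homeobox gene Hoxb5 (2.04 ± 0.25, n = 3) were the others among the 5 smallest p. Within mouse 1, 2 and 3, ratios of opposite dye orientation correlated below 0. The direction of all ratios in this spleen group thus rests on weak evidence. B cell markers had a shift of −0.27 (camera adjusted p = 0.0114, adjusted p = 0.899 with an estimated correlation and 0.388 without mouse 4), with 12 of 13 below 0, such as the receptor subunit Cd79b (−1.0 ± 1.02, n = 4), Ms4a1 (−0.51 ± 0.41) and Vpreb3 (−0.57 ± 0.59), but 0 lower before adjustment or adjusted over the list alone. Cell cycle genes had a shift of 0.28 (adjusted p = 0.00421, adjusted p = 0.899 with an estimated correlation, 0.431 without mouse 2 and 0.0612 without mouse 4), with 16 of 25 above 0, 2 higher before adjustment and 0 adjusted over the list alone, such as Stmn1 (0.73 ± 0.45), the replication factor Cdc6 (0.93 ± 0.92) and the cyclin Ccne1 (0.47 ± 0.47). Ribosomal protein genes had a shift of −0.22 (adjusted p = 6.81e-06, and adjusted p = 0.899 with an estimated correlation), with 42 of 50 below 0, Rps24 at −0.46 ± 0.33 and Rps19 at −1.39 ± 0.77 (n = 3).

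These were 3 of 31 lists in 129SvJ/Iso spleen, and 0 passed with an estimated correlation (adjusted p = 0.899 for each). Limma called 0 of 15630 probes, with 747 at an unadjusted p under 0.05 (379 higher, 368 lower) and a smallest adjusted p of 0.916. SAM called 2, Ppbp and Pf4, the same 2 that limma called over probes with values on every array, and the random block fit called 4, with Itga2b among them. The Notch list had an adjusted p of 0.845.

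In 129SvJ/Iso brain, ribosomal protein genes were the only list called, with a shift of 0.22 (camera adjusted p = 0.000875, 0.971 with an estimated correlation). Of them, 39 of 49 lay above 0, 1 was higher before adjustment and 0 adjusted over the list alone, with Rps4x at 0.52 ± 0.36, Rps21 at 0.53 ± 0.52, Rps14 at −0.52 ± 0.47 and Rpl13 at −1.37 ± 1.22 (n = 3). The call was lost without mouse 4 (adjusted p = 0.669) and with the sign of the ratios turned on the Cy5 arrays (shift −0.052, adjusted p = 0.838). Within a mouse, ratios of opposite dye orientation correlated below 0 in 4 of 4 mice (Spearman −0.238 to −0.0423). Single genes with the smallest p were the transcription factor Sp1 (1.52 ± 0.27), Ccdc12 (−1.36 ± 0.32), the chromatin protein Baz1b (1.64 ± 0.49), the RNA-binding protein Rbm6 (1.86 ± 0.39, n = 3) and the SUMO protease Senp1 (−1.03 ± 0.17). With the Cy5 arrays turned, Sp1 had −0.85, Rbm6 −0.093 and Senp1 0.45, each on the other side of 0, while Ccdc12 had −0.19 and Baz1b 2.05. Rps21 and Rps4x had −0.044 and −0.23, and Rpl13 had 1.24. Limma called 0 of 15914 probes, with 847 at an unadjusted p under 0.05 (393 higher, 454 lower), and SAM called 1, Sp1. Without mouse 3 the unadjusted count was 545. The Notch list had an adjusted p of 0.955.

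**Figure D3:**
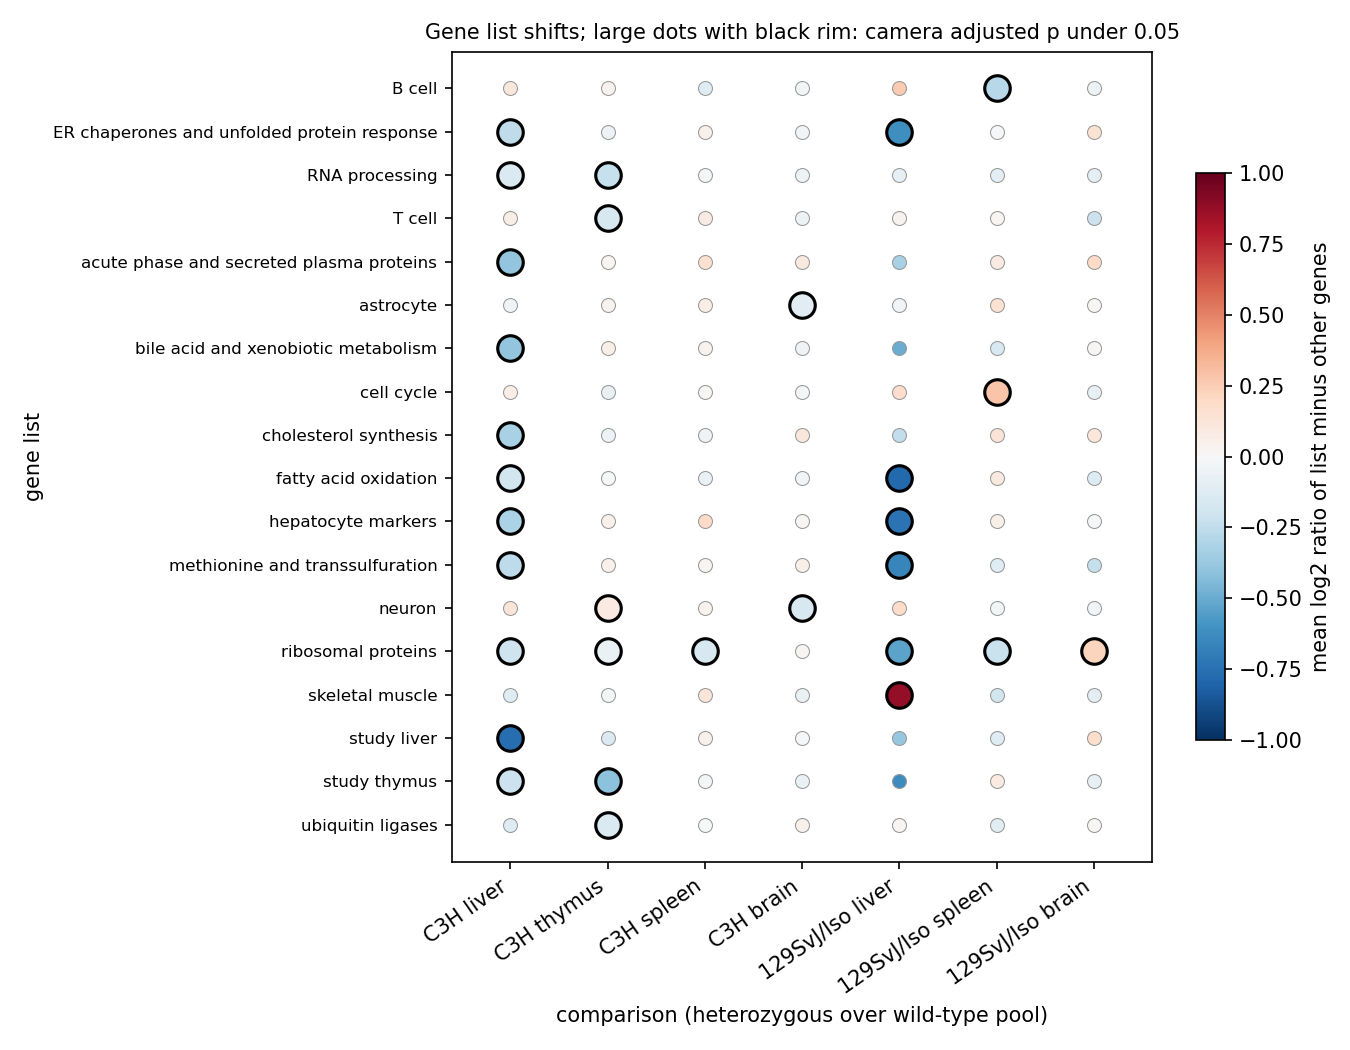
Shift of each gene list (y axis) in each comparison (x axis), coloured by the mean log2 ratio of the list minus that of other genes, with large rimmed dots where camera's adjusted p with the preset correlation was under 0.05. Ribosomal protein genes reached it in C3H liver with a shift of −0.20 and in 129SvJ/Iso brain with 0.22, and no list did with an estimated correlation.

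The 129SvJ/Iso thymus arrays compared a pair of pools, so no test was possible and SDs are over technical arrays. T cell markers had a median of −0.69 over genes, at percentile 0.03 of random lists of the same size, and RNA processing −0.66, also at percentile 0.03. The study's thymus list had a median of −0.70 (percentile 0.64), genes near Dll1 −0.48 (0.06), the interferon response −0.54 (0.24) and ribosomal proteins −0.27 (0.39), against a median of 0.13 over all genes. Skeletal muscle genes (0.96, percentile 99.0), hepatocyte markers (0.70, 96.5) and erythroid genes (0.75, 96.3) lay high, and the Notch list had 0.09 (percentile 44.2). The random lists were not matched on expression. Pool ratios followed how well a probe was measured, with a Spearman correlation across probes of 0.344 with the missing share and 0.347 with the spread over arrays, and medians from −0.44 to 0.70 between the least and the most spread probes. Among random lists matched on both measures, muscle lay at percentile 98.1, hepatocyte markers at 96.0, erythroid genes at 94.6 and Notch at 5.83. T cell markers lay at 0.09, RNA processing at 0.3, the study's thymus list at 0.38, genes near Dll1 at 0.04, the interferon response at 1.2 and ribosomal proteins at 49.7.

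Among genes of the study's thymus list in the pools, the probes of a gene often differed. Ddx6 had −3.33 ± 1.31 and −1.75 ± 1.56 by a pair of probes (below 0 on 5 of 5 arrays each), but 0.73 ± 2.37 and 0.40 ± 0.67 by the others (above 0 on 4 of 6 and 3 of 4 arrays). Srsf5 had −1.56 ± 0.54 (below 0 on 6 of 6 arrays) by probe 5818 and −1.30 ± 2.63 (on 2 of 5) by probe 6177. Apc had −0.48 ± 0.25 (below 0 on 6 of 6 arrays) by a probe whose partner was measured on 2 arrays only. Ywhab had −2.06 ± 1.77, −0.83 ± 0.25 and 0.34 ± 0.29 (3 arrays), Vldlr −2.39 ± 1.09, Higd1b −0.92 ± 1.91 and Akap8 −0.59 ± 2.42 (3 arrays). Bcl11b had −0.15 ± 1.07 and −0.57 ± 1.51, and Trip12 2.26 ± 2.62 and −0.18 ± 1.49 (3 arrays). The lowest genes were Lim2 (−4.19 ± 0.29), the microtubule protein Mapre1 (−3.80 ± 0.86), Dcaf8 (−3.71 ± 1.85), Yaf2 (−3.65 ± 0.60) and the RNA-binding protein Hnrnpa2b1 (−3.62 ± 0.22), and the highest were the transcription factor Twist2 (4.21 ± 2.38), Tmem42 (3.82 ± 2.43), Lrrc42 (3.67 ± 1.43), the acute phase protein Itih4 (3.62 ± 2.65) and Mad2l1bp (3.51 ± 0.82). Dll1 had 2.29 ± 2.35 (3 arrays) and −0.28 ± 0.35. Of 6819 probes with values on 6 arrays, 1533 were below 0 and 340 above 0 on each of them. For 1 array the labels list no pool members, and without it Lim2 had −4.17 and the lowest Ddx6 probe −2.78.

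The difference between strains, C3H minus 129SvJ/Iso, was tested in liver, spleen and brain. In liver, 38 of 13201 probes differed, 36 of them lower in C3H, and in each of the 38 the mean was larger in size in 129SvJ/Iso. Ratios in 129SvJ/Iso liver rose with a probe's missing share (Spearman 0.374) and its spread between dye orientations (0.287). In C3H liver these correlations were −0.05 and −0.005. Whether the 38 probes follow how well they were measured was not tested. Asns, which makes asparagine, differed by 1.42 (0.06 ± 0.19 in C3H, −1.36 ± 0.40 in 129SvJ/Iso) and the cation channel Trpm5 by 1.55 (0.22 ± 0.26 and −1.33 ± 0.18, n = 3). Lower in C3H were the autophagy gene Gabarapl1 (−2.61, from −0.33 ± 0.30 and 2.29 ± 0.82, n = 3), Clec3b (−2.55, from −0.65 ± 0.58, n = 4, and 1.90 ± 0.12, n = 3), Paqr6 (−2.41, from −0.22 ± 0.28 and 2.20 ± 0.39), the phosphatidylcholine carrier Pctp (−2.36, from −0.25 ± 0.22 and 2.12 ± 0.93) and Pcbd1, a cofactor-recycling enzyme (−2.16, from −0.38 ± 0.29 and 1.78 ± 0.29, n = 3).

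Of the 38 probes, 27 had opposite signs in both strains, and limma's adjusted p lay between 0.0418 and 0.0498. At an unadjusted p under 0.05 there were 2551 probes. The calls rested on a spread shared by both strains, and with a separate spread for each strain 0 probes passed, as with scaled arrays, plain means and floor values kept. Leaving out 129SvJ/Iso mouse 1, 2, 3 or 5 gave 2, 79, 253 and 5 probes, and leaving out any 1 of the 5 C3H mice gave 0. Of the unadjusted probes, 1101, 1293 and 1478 were counted without 129SvJ/Iso mouse 1, 2 and 5. In spleen 0 of 14031 probes passed (986 unadjusted, smallest adjusted p = 0.541) and in brain 0 of 15487 (1533 unadjusted, smallest adjusted p = 0.109), where 16 passed without 129SvJ/Iso mouse 2 and 6 without mouse 4. With the ratios of 129SvJ/Iso brain turned on the Cy5 or the Cy3 arrays, 732 and 923 passed in brain. Strain, age, wild-type pool and experiment cannot be told apart in this design.

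**Figure D4:**
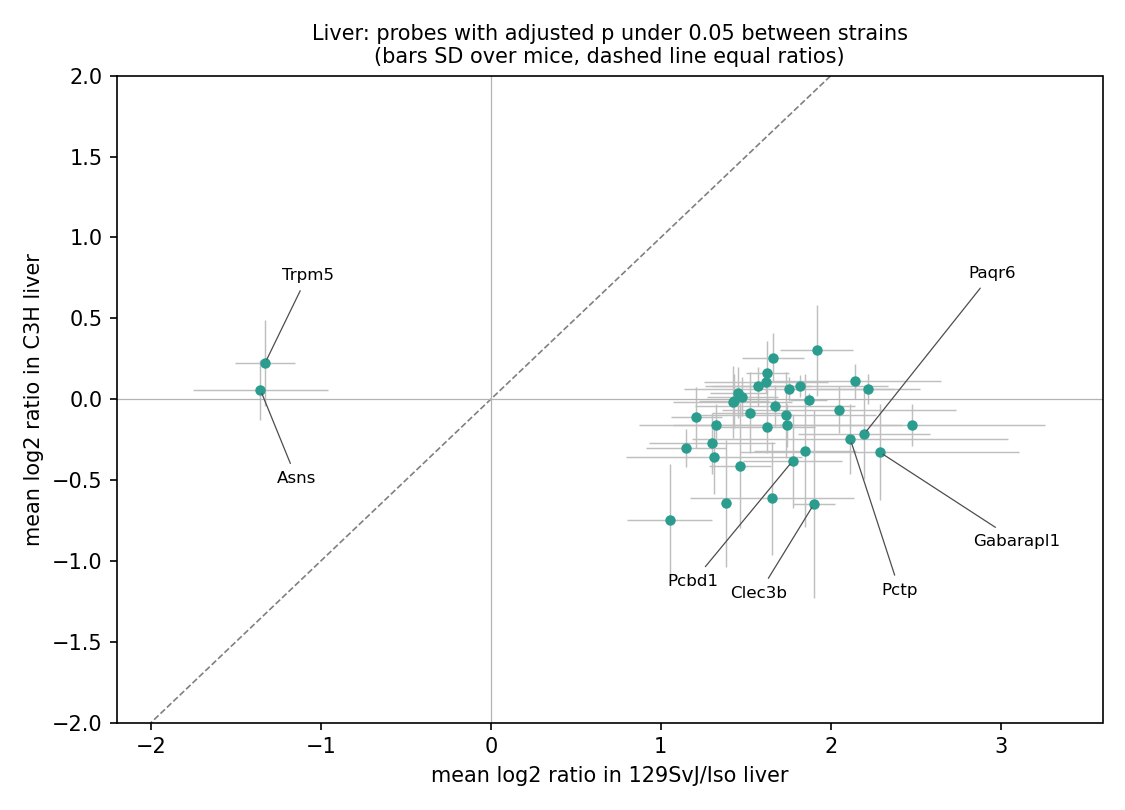
Mean log2 ratio in C3H liver (y axis) against that in 129SvJ/Iso liver (x axis) for the 38 probes that differed between strains, with SD over mice as bars and equal ratios as the dashed line. Of them, 36 lay above 0 in 129SvJ/Iso.

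Differences between organs within C3H passed the moderated F test for 39 of 18031 probes, and in 30 of them the mean largest in size was that of spleen. With the spleen ratios turned on the Cy5 or the Cy3 arrays, 114 and 154 probes passed, spleen had the largest mean in 97 and 116, and 10 of the 39 were shared in either case. The named ones were the sodium pump subunit Atp1b2 (2.55 ± 1.30, n = 3), Taf10 (2.25 ± 0.39, n = 3), the mitochondrial protein Msto1 (2.17 ± 0.59, n = 3), the corepressor Tle1 (2.14 ± 0.98, n = 3) and Abcf1, a translation factor (1.89 ± 0.82, n = 3), all in spleen. Below 0 were Far1, which makes fatty alcohols (−1.58 ± 0.70), the translation repressor Eif4ebp1 (−1.56 ± 0.74), Natd1 (−1.35 ± 0.28, n = 3) and the glutamate receptor Grik4 (−0.98 ± 0.48, n = 4) in spleen, and the homeobox gene Pknox1 in thymus (−1.31 ± 0.73). In liver, Cyp2c70 (limma adjusted p = 0.0303) and Hmgcs1 (adjusted p = 0.0379) were among the 39.

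At an unadjusted p under 0.05 there were 2035 probes in the C3H organ difference, and the smallest adjusted p was 0.000867, for Taf10. With a separate spread per organ 7 probes passed, 6 of them shared, with Atp6v0a1 and Taf10 among these, and with the mouse as a block 11 passed, 10 of them shared. Without mouse 1, 2, 3, 4 or 5 the counts were 9, 27, 17, 0 and 5, and the unadjusted count was 1345 without mouse 4. In 129SvJ/Iso 0 of 9717 probes passed (1650 unadjusted, smallest adjusted p = 0.073), while limma called 477 over probes with values on every array, and 10 and 5 with brain ratios turned on the Cy5 or the Cy3 arrays. Without 129SvJ/Iso mouse 1, 2 and 5 the unadjusted counts were 767, 613 and 750.

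Across genes, 13 correlations of mean log2 ratios were computed, and genes are not independent replicates, so no p is given. Between strains, Pearson's r was 0.194 in liver (Spearman's rho 0.210), 0.00957 in spleen (0.0147) and 0.0156 in brain (0.0172), and 0.116 (0.135) between C3H thymus and the pools. Within C3H it was 0.140 (0.202) for liver and thymus, 0.136 (0.180) for liver and brain, 0.0830 (0.118) for thymus and brain, 0.0517 (0.0715) for thymus and spleen, 0.00337 (0.0283) for liver and spleen and −0.0118 (−0.00459) for spleen and brain. Within 129SvJ/Iso it was 0.0418 (0.0666) for liver and spleen, −0.118 (−0.155) for liver and brain and −0.0318 (−0.0579) for spleen and brain. Organs of a strain came from the same mice, and C3H organs of 1 kind shared a wild-type pool.

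Of the 33 lists tested, 15 were called in no comparison by camera with its preset correlation, though fry called adipocyte markers among them in C3H liver (adjusted p = 0.0323). Fatty acid synthesis came closest, with a shift of −0.15 in C3H liver (camera adjusted p = 0.0509). The smallest adjusted p was 0.164 for the circadian clock (129SvJ/Iso spleen), 0.255 for the interferon response (C3H liver), 0.26 for immediate early genes and for thymic epithelium (both C3H spleen) and 0.264 for acinar cells (C3H liver). It was 0.275 for adipocytes, erythroid cells, genes near Dll1 and glucose metabolism (all C3H liver), 0.311 for stroma (C3H liver), 0.332 for Notch (C3H spleen), 0.572 for oligodendrocytes (C3H liver), 0.651 for choroid plexus (C3H thymus) and 0.694 for myeloid cells (C3H spleen). The mitochondrial genome list had 0 genes matched by symbol to a probe, so it was not tested. The study reported mt-Rnr2 in thymus, so this does not show that the array lacks such probes.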

Values the study reported

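The study compared 5 wild-type with 5 heterozygous C3H males. It gave no gene as regulated for the other organs, brain and spleen. In liver it listed 13 genes, all with lower expression in heterozygous mice. Under the column heading mean log2 ratio it gave −2.24 for Cdk2, −2.10 for Cth, −1.84 for Siah1a, −1.82 for Cyp2f2, −1.71 for Hmgcs1 and −1.70 for Cyp2c70. In thymus it gave 15 genes with lower expression, among them Bcl11b with −2.91, Vldlr with −2.90, Ddx6 with −1.63, Higd1b with −1.67, Trip12 with −1.52 and Akap8 with −1.49.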

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

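Chosen only after the results were seen were the splits of the mice, the comparisons of dye orientations and of spread for C3H liver mouse 2, the thymus value of Dynlt1b and the matched percentile of ribosomal proteins in the pools, while the other tests here, including those of patterns noticed in the data, were written down before their outcome was known.

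The strain difference in liver (38 probes) was passed by a test of the difference itself. It was 1.55 for Trpm5, 1.42 for Asns, −2.61 for Gabarapl1, −2.55 for Clec3b, −2.41 for Paqr6, −2.36 for Pctp and −2.16 for Pcbd1, as C3H minus 129SvJ/Iso. Of 100 splits of the 9 mice, only 1, the real one, gave as many probes, and the highest of the others gave 0. The other splits mix mice of both strains, so a strain difference widens the spread within their groups and makes calls unlikely. They thus do not exclude chance. In spleen and brain the real count was 0, which all 100 of 100 splits must reach, so the splits decide nothing there (the highest of the others gave 0 and 1). Splits do not test unequal spread, and with a separate spread per strain 0 probes passed in liver.

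The organ difference in C3H (39 probes) was likewise passed by its own test. The largest means were those of Atp1b2 (2.55), Taf10 (2.25), Msto1 (2.17), Tle1 (2.14), Abcf1 (1.89), Far1 (−1.58), Eif4ebp1 (−1.56), Natd1 (−1.35) and Grik4 (−0.98) in spleen and Pknox1 (−1.31) in thymus. The direction of the spleen ratios is open. None of these spleen genes passed with the Cy5 or the Cy3 arrays turned, where the smallest limma adjusted p was 0.187 and 0.191, both for Atp1b2. Pknox1 passed in both cases. Of 100 splits, 1 gave as many probes, the real one, and the highest of the others gave 3. With organs reassigned within each mouse, again 1 of 100 did, and the highest of the others gave 36. Counts this large were thus rare among the splits, but the reassignments within mice came as near as 36 to the real 39. Chance is therefore not excluded in C3H, and the splits do not test false calls from unequal spread. In simulated data the shared spread gave 119 false calls among 279, and without mouse 4 0 probes passed. In 129SvJ/Iso the real count was 0, which all 100 of 100 splits must reach, so the splits decide nothing there (the highest of the others gave 1). C3H spleen also had the largest spread over mice among C3H organs, and with separate spreads 7 probes passed.

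Single mice stood apart in 10 of 255 groups of values tested by Dixon's criterion (3.92%), and chance alone gives about 1 in 20. In C3H liver, mouse 5 had 0.17 for Ddx17, the others lying between −0.81 and −0.58, and mouse 2 had −1.29 for Ywhab, the others lying between −0.39 and −0.06. In C3H thymus, mouse 2 had 0.008 for the weaker Bcl11b probe, mouse 1 had −1.86 for Ets1 and mouse 3 had 0.23 for Siah1a. Mouse 2 had −0.0225 for Rps20 in C3H spleen, and mouse 3 had 0.78 for Tbp in C3H brain. In C3H brain, the ratios of mouse 3 had a mean Spearman correlation of −0.0406 with the other mice, which had 0.12 to 0.139. In 129SvJ/Iso brain, mouse 2 had 0.0403 for Zdhhc14, and mouse 4 had a mean of 0.68 over ribosomal protein genes against 0.05 to 0.13 in the others.

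Liver ratios of C3H mouse 2 had a mean Spearman correlation of −0.0386 with those of the other mice, which had 0.164 to 0.258 (0.22 to 0.357 among themselves, without mouse 2). Turning the sign of either of its 2 arrays raised this to at most 0.0814, still below the lowest of the others on both measures. This argues against a dye recorded wrongly only if this liver differed from wild type as clearly as the others. With weak signal or few differences, the others might not be reached by either way of turning. Between its opposite dye orientations the correlation was −0.101, the lowest of the 5 mice (0.0578 to 0.301 in the others). Weak signal on its liver arrays, few differences in this mouse or a dye recorded wrongly on 1 array could each give this. Its ratios had the smallest spread over probes (MAD 0.171, against 0.245 to 0.378), and 2.38% and 3.13% of values were not used on its arrays, against 1.14% to 8.33% on the others. Weak signal is thus not borne out by the spread and stays open, and no biological explanation was tested.

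In 129SvJ/Iso liver and the 129SvJ/Iso thymus pools, mean ratios followed how well a probe was measured, a trend noticed in these data. They correlated with its share of missing values (Spearman 0.374 and 0.344) and with the spread between its arrays or dye orientations (0.287 and 0.347), and their median ran from −0.32 to 0.31 in liver and from −0.44 to 0.70 in the pools between the least and most spread probes. Set among 10000 lists matched on both measures, the lists lay in liver at percentile 0 for ribosomal proteins, 0.05 for hepatocyte markers, 0 for methionine metabolism, 0.03 for fatty acid oxidation, 0.88 for ER genes and 99.85 for skeletal muscle, and in the pools at 0.09 for T cell markers and 0.3 for RNA processing. For these lists, the percentiles argue against missing share and spread, as matched here, as the whole explanation of the shift. Intensities were not used, so a bias that follows signal level could not be tested and stays open for all these lists. The random lists also leave out correlation between the genes of a list. For ribosomal proteins in the pools (percentile 0.39 unmatched, 49.7 matched) the explanation by missing share and spread stays open. The matched percentiles given above for other lists of the pools are description only, and the explanation was not weighed for them. Differences in cell composition, such as attached muscle, stay open and untested for all these lists.

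Dynlt1b, a gene near Dll1, had 1.34 ± 0.42 in C3H brain (above 0 in 5 of 5 mice, limma adjusted p = 0.465). The mutant allele was brought into C3H from another inbred strain, so remaining donor DNA around Dll1 in C3H heterozygotes is a candidate explanation, under which other organs could show the gene higher too. The number of other C3H organs with the probe above 0 in every mouse was 0, with means of 0.08 ± 0.35 in thymus, 0.22 ± 1.24 in spleen and −0.22 ± 0.46 in liver (n = 3), which does not decide it since an effect might be limited to brain. A sequence difference under the probe should also appear in thymus, and the mean of 0.0773 there argues against it. A second Dynlt1b probe gave 0.01 ± 0.26 in brain, and the 129SvJ/Iso brain gave −0.16.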

How the results depend on the processing

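Keeping floor values, the probes with the least spread within mice and the separate spread per group were tests chosen after the results had been seen. A sign change of a gene or list counts as reversed where it had passed, passes under the setting or had an unadjusted p under 0.05, and otherwise as a move. Counts stay the same within 1.5 times, and a correlation stays the same within the SD of the correlations between single mice. For genes, 2761 of 2960 values under other settings kept direction and side of the threshold, 78 fell below it, 72 passed it, 26 moved and 23 reversed. With mice left out, 1035 of 1104 stayed, 64 fell below it and 5 moved. For lists the numbers were 162 of 230 (60 below the threshold, 7 moved, 1 reversed) and 228 of 260 (17 below, 15 moved). How signal over background limits the values is unknown, since intensities were not used. Where no cause is given below, the cause was not tested.

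Limma called 0 probes in each of the 7 comparisons with the wild-type pool, and leaving out any mouse left that at 0, as did centring, scaling, quantile normalization, gene averages, plain means, robust eBayes, the 1.5-fold minimum and keeping floor values. SAM called 9 probes in C3H thymus, 1 in C3H spleen, 5 in C3H brain, 3 in 129SvJ/Iso liver, 2 in 129SvJ/Iso spleen and 1 in 129SvJ/Iso brain. Counting arrays as independent samples, which ignores that arrays share a mouse, gave 30 in C3H thymus, 4 in C3H brain, 1352 in 129SvJ/Iso liver and 5 in 129SvJ/Iso spleen. Arrays with the mouse as a random block gave 6, 4, 589 and 4. In simulated 129SvJ/Iso liver, 28 of 97 calls of the first and 9 of 65 of the second were false. The probes with the least spread within mice gave 3 in C3H thymus and 4 in C3H brain. Probes with values on every array gave 2 in 129SvJ/Iso spleen.

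The strain difference in liver (38 probes) was 13 with arrays centred, 0 scaled, 92 quantile-normalized, 0 with plain means, 13 with robust eBayes, 0 with separate spread, 0 with floor values kept and 158 over probes with the least spread. It ranged from 0 to 253 with mice left out, from any C3H mouse to 129SvJ/Iso mouse 3. In brain it was 3 over probes with values on every array, 1 with plain means and 18 over probes with the least spread, and 0 to 16 with mice left out, 16 without 129SvJ/Iso mouse 2. In spleen it stayed at 0 under all settings run.

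The organ difference in C3H (39 probes) was 9 scaled, 83 quantile-normalized, 14 over probes with values on every array, 11 with the mouse as a block and 7 with separate spread, and 0 (without mouse 4) to 27 (without mouse 2) with mice left out. In 129SvJ/Iso it was 477 over probes with values on every array and 3 over those with the least spread. The C3H fit with the mouse as a block tested only 14 of the 39 probes, those with a value for every mouse and organ, and 10 of these passed. In 129SvJ/Iso the fit with the mouse as a block gave 0, as the main fit did. It kept only mice measured in every organ and probes with a value for each of them. Liver and brain shared 3 mice, so this fit does not decide whether pairing matters there.

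Lists called by camera with the estimated correlation were 0 in C3H liver, 0 in C3H thymus, 0 in C3H spleen, 0 in C3H brain, 0 in 129SvJ/Iso liver, 0 in 129SvJ/Iso spleen and 0 in 129SvJ/Iso brain, and with fry 4, 3, 0, 0, 1, 0 and 0. With probes of a gene averaged, C3H brain had 1. With mice left out, lists called ranged from 10 to 12 in C3H liver, 4 to 7 in C3H thymus, 1 to 2 in C3H spleen, 1 to 2 in C3H brain (1 without mouse 1, 2 or 4), 5 to 7 in 129SvJ/Iso liver, 1 to 3 in 129SvJ/Iso spleen (1 without mouse 4) and 0 to 1 in 129SvJ/Iso brain (0 without mouse 4).

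With the sign turned on the Cy5 arrays of C3H spleen and 129SvJ/Iso brain, limma called 0 probes in both, with 1151 (C3H spleen) and 2723 (129SvJ/Iso brain) at an unadjusted p under 0.05 against 1103 and 847. Turning likewise gave 3277 against 1769 in C3H brain and 2449 against 1627 in C3H thymus. There the correlations lean, only weakly in brain, to ratios already turned for the dye. In 129SvJ/Iso spleen, where the correlations also lean only weakly, turning gave 1137 against 747. It gave fewer in C3H liver (2098 against 2801) and 129SvJ/Iso liver (766 against 1899). A higher count thus does not settle the direction. Turning the Cy3 arrays instead of the Cy5 arrays gives each gene value, list value and correlation with the opposite sign. Which of them reverse therefore depends on the orientation turned. Lists called were 1 in C3H spleen and 0 in 129SvJ/Iso brain, where ribosomal proteins reversed to −0.052. The strain difference in brain was 732 (Cy5 turned) and 923 (Cy3 turned), and the organ difference 114 and 154 in C3H and 10 and 5 in 129SvJ/Iso. Turned on Cy5 arrays, the genes that reversed were Gng12 (0.31), Mlxipl (0.84), Dlst (−0.22) and Tcte2 (−0.015) in C3H spleen, and Sp1 (−0.85), Rbm6 (−0.093), Senp1 (0.45), Rps4x (−0.23), Notch1 (1.24), Ncstn (0.78), Adam10 (1.61) and Tcte3 (0.28) in 129SvJ/Iso brain. Genes whose sign changed as a move were Mrpl18 (−0.024) in C3H spleen, and Dll1 (−0.76 and −0.22), Rpl13 (1.24), Rps21 (−0.044), Tagap (−0.23) and Zdhhc14 (−0.037) in 129SvJ/Iso brain. Lists that did so were the study's liver list in C3H spleen (−0.15) and 129SvJ/Iso brain (−0.23), and Notch (0.18) and genes near Dll1 (−0.10) in 129SvJ/Iso brain. Without a change of sign, Dll1 had 2.94 and Notch2 −0.011 in C3H spleen. Of the genes in the organ difference, each spleen mean reversed under 1 of both ways of turning, to −1.61 for Atp1b2, −0.74 for Taf10, −0.48 for Msto1, −0.79 for Tle1, −0.34 for Abcf1, 0.14 for Far1, 0.97 for Eif4ebp1, 0.44 for Natd1 and 0.46 for Grik4. The other way kept each sign, but none of these spleen genes passed under either way. Correlations became 0.0216 for C3H thymus and spleen, −0.00221 for C3H spleen and brain, −0.00415 for spleen between strains, 0.0518 for brain between strains and 0.171, reversed, for 129SvJ/Iso liver and brain.

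Under the other settings, the 2 reversed genes were Tubb3 in C3H thymus (−0.30 with plain means) and Manf in 129SvJ/Iso liver (0.040 with its probes averaged). Over probes with an unadjusted p under 0.05 in either comparison, the correlation of C3H spleen and brain reversed to 0.00272. The others that moved were −0.0116 for C3H liver and spleen, 0.103 for C3H thymus and spleen, 0.288 for liver between strains, 0.0266 for spleen between strains, 0.0353 for brain between strains and −0.00303 for 129SvJ/Iso spleen and brain. With mice left out, the correlation ranged from 0.0804 to 0.196 for C3H liver and thymus (without thymus mouse 5 and mouse 3), 0.0206 to 0.133 for C3H thymus and brain (without the same mice), 0.0285 to 0.0704 for C3H thymus and spleen (without thymus mouse 3 and mouse 5) and 0.00337 to 0.0185 for spleen between strains (without C3H mouse 4 and 129SvJ/Iso mouse 3). It ranged from −0.0176 to 0.00446 for C3H spleen and brain (above 0 without spleen mouse 4), 0.00219 to 0.0213 for C3H liver and spleen, 0.168 to 0.269 for liver between strains, 0.00377 to 0.0381 for brain between strains, 0.0202 to 0.0918 for 129SvJ/Iso liver and spleen, −0.195 to −0.0593 for 129SvJ/Iso liver and brain and −0.0444 to −0.0110 for 129SvJ/Iso spleen and brain.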

Other observations

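The list of platelet markers was drawn up after Ppbp, Pf4 and Itga2b had been seen in 129SvJ/Iso spleen, and its test was written down before the other markers were looked at. Beside Ppbp, Pf4 and Itga2b, the platelet receptor Clec1b had 1.49 ± 1.12 (above 0 in 5 of 5 mice) and Gp9, part of the receptor for von Willebrand factor, 1.24 ± 1.42 (n = 4), while Gp5 of the same receptor had −0.71 ± 0.79 (n = 3). More megakaryocyte or platelet RNA in these spleens is a candidate explanation, under which the other markers should lie above 0. Of the 6 other markers measured, 5 did, and their mean was 0.50 ± 0.38, above 0 in 4 of 5 mice (exact sign-flip p = 0.125, where 0.0625 is the smallest p possible). Among these 5, Vwf (von Willebrand factor) counts by probe 19141, at 0.0501 ± 0.39. Its other probes gave −1.0039 ± 1.01 (n = 4) and −0.2791 ± 1.215, so the count depends on the probe used. Thbs1 had 0.54 ± 2.71 (n = 3). Camera over the 3 other markers measured in every mouse gave p = 0.019, and 0.102 with an estimated correlation. This leaves the explanation open, and the direction of the ratios in 129SvJ/Iso spleen rests on weak evidence. In C3H spleen, 4 of 5 such markers lay above 0 with a mean of 0.23 ± 0.24 (exact p = 0.125), and Pf4 had 0.42 ± 0.32. The direction is open there, and with the ratios turned on the Cy5 arrays, a setting applied to these markers after the results were seen, 2 of 5 lay above 0 with a mean of 0.0055 ± 0.42 (exact p = 1), and Pf4 had 0.17 ± 0.32. In 129SvJ/Iso liver, 6 of 6 lay above 0 with a mean of 0.46 ± 0.45, above 0 in 3 of 4 mice (exact p = 0.25, where 0.125 is the smallest possible), and in 129SvJ/Iso brain 3 of 5 did with a mean of 0.21 ± 0.30 (exact p = 0.375), or 0.11 ± 0.83 with turned ratios (exact p = 1). In C3H liver, 3 of 8 lay above 0 with a mean of −0.19 ± 0.12 (exact p = 0.0625), in C3H thymus 3 of 7 with −0.05 ± 0.08 (exact p = 0.25) and in C3H brain 3 of 7 with −0.0028 ± 0.13 (exact p = 0.938). With 4 or 5 mice the exact test cannot go below 0.05, and the organs were not tested against each other.

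Genes near Dll1 had an unadjusted p under 0.05 in C3H brain in 7 of 31 cases (22.6%, against 8.84% of all probes with a gene symbol) and in C3H liver in 9 of 30 (30%, against 14.6%). In C3H thymus it was 3 of 31 (9.68%, against 8.39%) and in C3H spleen 1 of 29 (3.45%, against 5.64%). The 129SvJ/Iso counts were 3 of 26 in liver, 0 of 24 in spleen and 1 of 27 in brain. These shares were not tested against each other.

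With a separate spread for each organ, Rnase1 in C3H thymus (−1.80 ± 0.34, n = 4) passed the organ difference, though it was not among the 39 probes that passed with a shared spread. It was chosen for mention after its value was seen.

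Mean log2 ratios in C3H liver here were −0.99 for Cdk2, −0.89 for Cth, −0.87 for Siah1a, −0.83 for Cyp2f2, −0.80 for Hmgcs1 and −0.81 for Cyp2c70. The same means as signed linear folds were −1.99, −1.86, −1.83, −1.78, −1.74 and −1.75. In C3H thymus the log2 ratios were −0.94 for Bcl11b, −0.89 for Vldlr, −0.73 for Ddx6, −0.66 for Higd1b, −0.56 for Trip12 and −0.49 for Akap8, and the signed folds were −1.91, −1.85, −1.66, −1.58, −1.48 and −1.41. All the log2 ratios are smaller in size than the values quoted from the study above, which it heads as log2 ratios. The signed folds lie close to those quoted values, except for Bcl11b and Vldlr, where they are smaller. Which scale the quoted values are on is not settled here, so no difference in the size of the effects is drawn from them.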
